A study of Gallus gallus with 9 samples. Its data were reported in "Maintenance of pluripotency in the entire ectoderm enables neural crest formation" (2023).

How the data were processed

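Single-cell RNA sequencing of chick embryos was analysed from the count matrices that the authors deposited. Per the labels, each library holds all tissue at the midbrain level of the embryo. The stages are HH5 (Hamburger-Hamilton stage 5, at the end of gastrulation), 1ss, 4ss and 7ss (embryos with 1, 4 and 7 pairs of somites), and HH11. The first 4 stages have 2 libraries each and HH11 has 1. By the methods of the study, midbrain slices of several embryos were pooled for each sample and dissociated to single cells, libraries were made with the 10x Genomics 3' chemistry, and the counting program Cell Ranger assigned reads to the chicken assembly GRCg6a with a custom annotation in which the 3' untranslated regions of selected genes were extended. The deposited values are UMI counts, whole numbers of distinct molecular identifiers per gene and barcode. A UMI (unique molecular identifier) tags each captured RNA molecule, so that PCR copies are counted once. No filter on gene number, no removal of doublets and no correction for free RNA had been applied to the deposited counts, and the authors gave no annotation of cell types in the files used here. The release of Cell Ranger named in the headers differs between the HH11 library and the other 8. The labels give HH11 its own protocol. The paper describes single-cell libraries of the first 4 stages alone, so its methods may not hold for HH11.

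The features of all libraries list the same 16880 genes, of which 4441 carry an identifier and no symbol. The files hold no gene coordinates, so none are given. Raw matrices with all barcodes were used for the profile of empty droplets, taken as barcodes with at most 100 UMIs. The filtered matrices hold 12944 and 5535 barcodes at HH5, 6141 and 6225 at 1ss, 10012 and 23489 at 4ss, 16839 and 16758 at 7ss, and 9806 at HH11, 107749 in all. Their total UMIs were 75772716 and 11104738 at HH5, 36177880 and 28771572 at 1ss, 49028785 and 89386898 at 4ss, 74876976 and 79801881 at 7ss, and 37034504 at HH11. The median UMIs per barcode were 5140 and 1384 at HH5, 2888 and 2435 at 1ss, 2380 and 1459 at 4ss, 1649 and 1853 at 7ss, and 3166.5 at HH11. Gene counts of the same stage differed far beyond sampling noise between its 2 libraries: chi-square per gene lay between 21.1 and 252, so no library was a second copy of another.

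Cells were filtered by the limits in the methods of the study, with 3 departures. A lower limit of 200 genes was added. The mitochondrial limit, stated there as 0.4%, was applied as 40% of UMIs over 13 mitochondrial genes, because at 0.4% less than 20% of the barcodes of a library were left, the share fixed beforehand. Free RNA, which the study removed with SoupX, was not subtracted, and a subtraction of 10% was run as an alternative. Barcodes with more than 4000 genes were removed. Doublets were scored against simulated doublets (25% of the total, a neighbourhood of 0.01 of the cells), and the number expected at 0.8% per 1000 barcodes was removed in each library. This left 93112 cells. Counts were scaled to 10000 UMIs per cell and log-transformed. From 2000 variable genes without the 5 module genes, and after regression on the difference of the S and G2/M scores (38 and 43 genes), 15 principal components gave a graph of 20 neighbours and Leiden clusters at resolution 0.2 (scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, seed 1). Libraries were merged without integration. A cluster was named "X-like" from marker lists when at least 3 markers of that class were detected (20 CPM) and its 10 leading genes by fold (prior of 10 CPM) did not hold more markers of another class. Ectoderm-like cells are the neural-like, non-neural-ectoderm-like and neural-crest-like clusters. Mesoderm-like cells leave out the endothelium-blood-like and notochord-like clusters.

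Cells are not replicates, so UMI counts were summed per library and class, and sums of fewer than 50 cells were left out. Sums were tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3): TMM factors, filterByExpr, the quasi-likelihood F test, 2-sided, with Benjamini-Hochberg adjustment at 0.05. All p-values called adjusted below come from edgeR unless DESeq2 1.42.0 is named. The standard error (SE) of a log2 change is its size over the square root of F. Levels are given as CPM, the UMIs of a gene scaled to a common total of all UMIs in a sum, computed here without TMM factors. The stage contrasts fit stage alone over 8 sums. The contrasts between germ layers, the difference of the stage change between layers, and the contrast of pan-ectoderm with other ectoderm-like cells fit the library as a block, since both groups come from the same suspension. HH11, with 1 library, enters as values only.

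The pan-ectoderm score is the mean log value of NANOG, POU5F3, KLF4, TFAP2A and SOX2 less that of 100 control genes per module gene from the same of 24 expression bins. As in the study, cells above 0 are called pan-ectoderm and the rest other, and the 5 genes were left out of counts of called genes. Neural crest and neural scores were made likewise from 6 and 3 genes named in the study (FOXD3, MYC, PAX7, SNAI2, SOX10 and SOX9, and NES, MYCN and MSI1). Differences in share between cells were tested over the 8 libraries with an exact 2-sided sign-flip permutation test. For shares of cells with a UMI, each cell was thinned at random to 2000 UMIs and shallower cells were left out. Intervals are 95% exact binomial (Clopper-Pearson) intervals for shares of cells, and they cover counting error only.

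The tests, samples, covariates, marker lists, gene lists, the rule for named genes and most alternatives were chosen before the data were examined. Beside the 5 module genes, the rule names for each test the 3 genes with the largest rise and the 3 with the largest fall among those with an adjusted p under 0.05, at least 20 CPM in the higher group, a symbol, the same direction in every library or pair, and no use as a marker of clusters (markers are eligible where clusters do not define the groups). The gene lists were the module (5 genes), its 3 pluripotency genes, 18 further pluripotency genes, the neural crest (6) and neural (3) scores, and markers of non-neural ectoderm (13), neural plate border (8), neural progenitors (9) and neural stem cells (5). The lists share members: the 3 neural score genes are all in the neural stem list, and 2 genes of the neural stem list are in the further pluripotency list.

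Alternatives were DESeq2, upper-quartile factors, no filter on low counts, the replicate number as a block or no library block, at least 1000 genes per cell, doublets kept, resolution 0.5, subtraction of 10% ambient RNA, HH11 in the fit, other modules, thinning, and each library left out in turn. Added after the data were seen were a limit of 5000 UMIs per cell, the 0.4% limit on the 2 genes with an MT- symbol, neural-like or non-neural-ectoderm-like cells alone, and a term for the split of the libraries described in the report.

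The contrasts listed here were first tried on simulated data, drawn from the means and library sizes of the files. In these, 200 genes were changed by 2 on the log2 scale. Every other gene had the same mean in all sums, without differences between libraries, layers or stages. The simulation therefore did not put the library block to the test. For the ectoderm stage contrast of 7ss with HH5 (11900 genes), edgeR recovered 166 and DESeq2 155 of the 200, and 4.60% of edgeR's calls were false. For the contrast of ectoderm-like with mesoderm-like cells (10201 genes), both recovered 199, with 9.55% of edgeR's calls false. For the difference of the stage change between layers (10754 genes) edgeR recovered 169 and DESeq2 143, with 9.14% false in edgeR. For the pan-ectoderm contrast over stages (10892 genes) edgeR recovered 193 and DESeq2 187, with 3.50% false in edgeR. The false shares of 9.55% and 9.14% lay above the share of 0.05 that the adjustment aims at. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9. RNA velocity, imaging, bulk RNA and the knockdown experiments of the study were not analysed here.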

Results

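The study asked how cells of the ectoderm keep the capacity to form neural crest, a cell population of the vertebrate embryo that leaves the dorsal neural tube and forms tissues as different as neurons and facial cartilage. To follow the pluripotency genes in all germ layers, the study made droplet-based single-cell RNA sequencing of midbrain-level tissue at HH5, 1ss, 4ss and 7ss. The data also hold a library of HH11, a stage that the paper does not describe for single cells. There were 9 libraries, 2 per stage and 1 at HH11. The comparisons below concern the 5 genes of the pan-ectoderm module of the study, named in the files as NANOG (ENSGALG00000027772), POU5F3 (ENSGALG00000031482, the chick relative of OCT4), KLF4 (ENSGALG00000026928), TFAP2A (ENSGALG00000012775) and SOX2 (ENSGALG00000043460). NANOG, POU5F3 and KLF4 are the pluripotency genes, TFAP2A marks non-neural ectoderm and SOX2 the future nervous system.

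The filtered matrices held between 5535 and 23489 barcodes per library and between 11104738 and 89386898 UMIs. After removal of doublets and of barcodes over the limits, the cells kept were 11493 and 5287 at HH5, 5516 and 5850 at 1ss, 9014 and 18753 at 4ss, 14260 and 14014 at 7ss, and 8925 at HH11. The doublets removed were 1312 and 245 at HH5, 268 and 303 at 1ss, 765 and 4224 at 4ss, 2156 and 2069 at 7ss, and 749 at HH11. Median mitochondrial shares of the barcodes ranged from 2.99% at HH11 to 10.9% in 4ss replicate 2.

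Clustering gave 16 clusters. Of these, 4 were neural-like, 3 non-neural-ectoderm-like, 1 neural-crest-like, 4 mesoderm-like, 1 endoderm-like, 1 endothelium-blood-like and 1 notochord-like. A cluster of 3883 cells stayed unnamed because its leading genes held more markers of endothelium and blood than of the neural class it scored highest for, and 97.1% of its cells came from the HH11 library. The neural-crest-like cluster held 510 cells, of which 99.4% were from HH11. With a single HH11 library, such clusters may reflect the library as much as a cell type. The neural-crest-like name also depended on the resolution. At resolution 0.5 a further cluster of 8104 cells received it. The neural-crest-like share was then 18.5% in 4ss replicate 2, 14.4% and 18.3% in the 7ss libraries and 5.69% at HH11.

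Shares of the germ layers are given with the SD over 2 libraries and without a test, since the dissected area sets them as well as the embryo. Ectoderm-like cells made up 67.6% ± 2.41 of the cells at HH5, 73.3% ± 7.23 at 1ss, 79.2% ± 13.9 at 4ss and 90.6% ± 0.725 at 7ss. Mesoderm-like cells made up 16.3% ± 4.77, 19.1% ± 5.65, 14.7% ± 9.31 and 6.44% ± 1.28 at the same stages. Endoderm-like cells made up 16.1% ± 2.30, 7.53% ± 1.49, 4.45% ± 5.41 and 0.0283% ± 0.000348. In the HH11 library 45.8% of cells were ectoderm-like (95% exact interval 44.7 to 46.8%), 10.9% were mesoderm-like and 42.3% fell in the unnamed cluster. At HH5, non-neural-ectoderm-like cells made up 33.8% of replicate 1 and 0.435% of replicate 2, but this depended on the name of a cluster. At resolution 0.5 the shares were 0.0609% and 0.322%, and neural-like cells made up 67.3% and 65.5%. Resolution 0.5 moved the ectoderm-like and mesoderm-like shares of 4ss and 7ss more than any other alternative run. At 4ss they became 48.8% and 42.8%, because 62.8% of the ectoderm-like cells of 4ss replicate 2 (10490 cells) joined clusters with a mesoderm-like name. The largest such cluster held 15981 cells with a median of 767 UMIs and a median mitochondrial share of 14.8%. At HH11 a limit of 5000 UMIs per cell moved the ectoderm-like share to 76.2% and the MT- limit to 17.3%.

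The first question was whether the pluripotency genes stay expressed in the ectoderm from HH5 to 7ss. UMIs of 72401 ectoderm-like cells, HH11 included, were summed per library, and the 8 sums of the earlier 4 stages held 6413155 to 42264827 UMIs. Of 12100 genes tested with edgeR, 2 were called at 1ss against HH5 (1 higher, 1 lower), 71 at 4ss (28 higher, 43 lower) and 1565 at 7ss (675 higher, 890 lower). The counts at an unadjusted p under 0.05 were 1011, 1931 and 4022. DESeq2 called 85 at 1ss (29 higher, 56 lower), 358 at 4ss and 2087 at 7ss. At 1ss the edgeR count fell to 0 under several alternatives, such as at least 5000 UMIs per cell (980 genes at an unadjusted p under 0.05). By ratio, the count at 4ss moved most without 4ss replicate 1 (1638 genes) and that at 7ss with a term for the split of the libraries (91 genes, described below). Without 7ss replicate 2 the 7ss count was 119.

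The mean of NANOG fell at each stage. It was 24.6 CPM ± 6.20 (SD, n = 2) at HH5, 21.1 ± 3.36 at 1ss, 8.70 ± 0.977 at 4ss and 3.57 ± 0.939 at 7ss. The log2 change against HH5 was −0.25 (SE 0.30, adjusted p 0.903) at 1ss, −1.40 (SE 0.30, adjusted p 0.0842) at 4ss and −2.68 (SE 0.32, adjusted p 0.00203) at 7ss. The 4ss fall passed the threshold with DESeq2 (adjusted p 0.00363) and without 4ss replicate 1 (−1.19, adjusted p 0.0492), with a range over all alternatives of 0.00363 to 0.302. The 7ss fall stayed past the threshold under each alternative run, with adjusted p between 4.0e-12 and 0.0348. POU5F3 had 159 CPM ± 52.7 at HH5, 59.9 ± 4.47 at 1ss, 57.6 ± 14.6 at 4ss and 57.6 ± 20.6 at 7ss. Its log2 change was −1.44 (SE 0.33, adjusted p 0.341) at 1ss, −1.37 (SE 0.33, adjusted p 0.113) at 4ss and −1.38 (SE 0.33, adjusted p 0.0292) at 7ss. DESeq2 called the fall of POU5F3 at 1ss (adjusted p 0.00937, range over all alternatives 0.00937 to 1) and at 4ss (0.00775, range 0.00775 to 0.369). The POU5F3 call at 7ss rested on single libraries: without HH5 replicate 2 the change was −1.02 (adjusted p 0.137), and the call was also lost without 1ss replicate 1, 1ss replicate 2, 7ss replicate 1 or 7ss replicate 2 (range over all alternatives 0.00195 to 0.212). The stage means of KLF4 lay between 1.25 and 2.53 CPM and no change was called at 1ss, 4ss or 7ss (log2 −0.48, −0.53 and −0.78). TFAP2A changed by −0.25, −0.30 and −0.10 and SOX2 by 1.20, 0.70 and −0.20 at 1ss, 4ss and 7ss, none of them past the threshold by edgeR. DESeq2 called the SOX2 rise at 1ss (adjusted p 0.0492).

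Beyond the module, the largest rises named by the rule at 4ss were OLIG2 (log2 3.39, SE 0.46, adjusted p 0.0212), DRAXIN (1.72, SE 0.27) and STX7 (1.52, SE 0.26). The largest falls were EDNRB (−4.12, SE 0.41, adjusted p 0.00553), BCL11A (−3.71, SE 0.48) and CA2 (−3.36, SE 0.32). At 7ss the largest rises were PAX2 (6.91, SE 0.80, adjusted p 0.00155), WNT4 (6.50, SE 0.81) and EN1 (6.35, SE 1.25). The largest falls were PDZK1IP1 (−6.11, SE 0.59, adjusted p 0.00108), ASTL (−5.74, SE 0.91) and CYP26A1 (−5.67, SE 0.96). At 1ss no gene met the rule. In these fits several calls rested on single libraries. DRAXIN lost its call without HH5 replicate 2 (adjusted p 0.170), STX7 without HH5 replicate 2 (0.158), OLIG2 without HH5 replicate 2 (0.0887), BCL11A without 1ss replicate 2 (0.0591), EN1 without HH5 replicate 2 (0.0872), ASTL without 7ss replicate 2 (0.0744) and CYP26A1 without 7ss replicate 1 (0.0879), each with its direction kept. WNT4 rose from 5.18 CPM ± 2.69 to 483 ± 162 and CYP26A1 fell from 207 CPM ± 37.4 to 3.83 ± 0.128.

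Of the lists fixed beforehand, the 3 pluripotency genes were all lower than HH5 at 7ss, with a median log2 change of −1.38. Of these, 2 were called, and 2 also when adjusted over the list alone. Of 13 tested genes of the further pluripotency list, 10 were lower and 3 higher at 7ss (median −0.66), 5 were called lower, and 5 when adjusted over the list alone. For non-neural ectoderm 11 of 12 were lower at 7ss (median −1.83), with 8 called lower and 1 higher, and 10 and 1 when adjusted over the list alone. For the neural plate border 6 of 8 were higher (median 1.88), with 4 called higher and 1 lower, and 6 and 2 when adjusted over the list alone. All 6 neural crest score genes were higher (median 2.08), with 3 called and 4 when adjusted over the list alone. For neural progenitors 5 of 8 were higher (median 0.60), with 4 called higher and 3 lower, and the same numbers when adjusted over the list alone. Of the 5 neural stem genes 4 were higher (median 0.21) and of the 3 neural score genes 2 were higher (median 0.48). None of these was called by edgeR, nor when adjusted over the list alone. At the earlier stages the 6 neural crest score genes went both ways. At 1ss 4 were higher and 2 lower than HH5 (median 0.25). By edgeR 0 were called, and 2 higher and 2 lower when adjusted over the list alone. At 4ss 3 were higher and 3 lower (median 0.18), with 2 called higher, and 2 higher and 1 lower over the list alone. The study took the module and score genes from its own work on this tissue, so the counts over these lists alone are not independent evidence.

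The libraries did not group by stage alone. Across 5362 genes, which are not independent replicates, the sums of ectoderm-like cells of 4ss replicate 2 correlated at 0.986 and 0.985 with the 7ss libraries and at 0.942 with 4ss replicate 1. The latter correlated at 0.988 and 0.991 with the 1ss libraries. The pairs of one stage correlated at 0.948 (HH5), 0.990 (1ss) and 0.989 (7ss). Average-linkage clustering thus placed HH5, 1ss and 4ss replicate 1 in a first set and 4ss replicate 2 with 7ss in a second. The labels give no batch for these 8 libraries. Within the first set NANOG had 20.2 and 29.0 CPM at HH5, 23.5 and 18.7 at 1ss and 8.01 in 4ss replicate 1. Within the second it had 9.39 CPM in 4ss replicate 2 and 4.24 and 2.91 at 7ss. POU5F3 had 122 and 196 CPM at HH5, 56.8 and 63.1 at 1ss and 47.3 in 4ss replicate 1, then 67.9 in 4ss replicate 2 and 43.0 and 72.1 at 7ss. With the set as a term beside stage, which leaves the 4ss libraries to separate the 2, 91 genes were called at 7ss against HH5 (50 higher, 41 lower), of which 72 were among the 1565. NANOG then had a log2 change of −3.11 (adjusted p 0.0285) and POU5F3 of −2.11 (adjusted p 0.118).

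**Figure D1:**
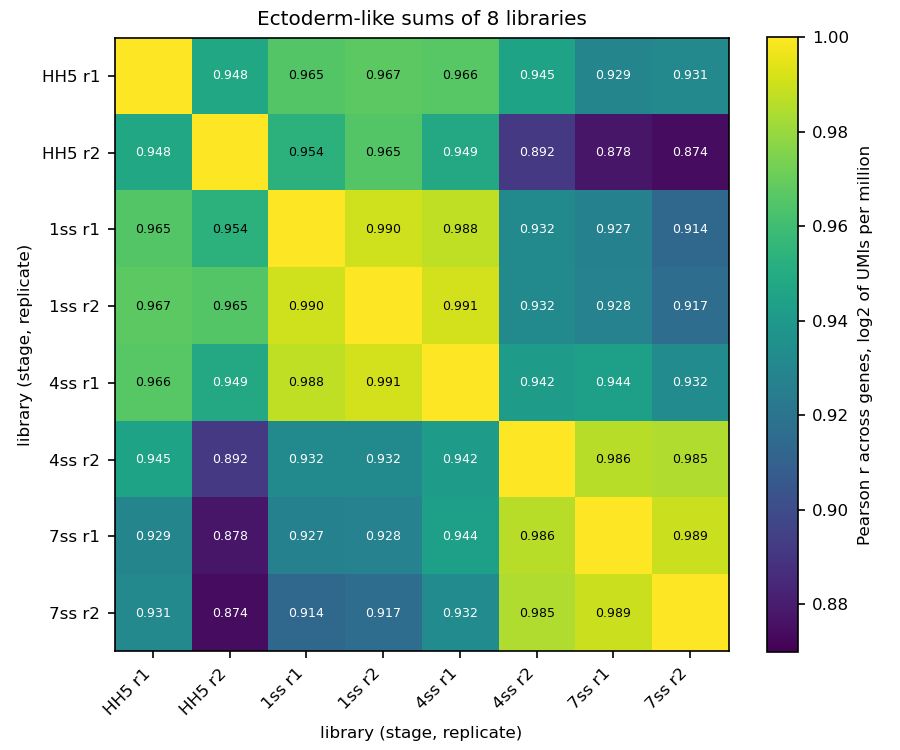
Pearson correlation across 5362 genes between the sums of ectoderm-like cells of 8 libraries, on a scale of colour with the value in each square. The libraries of 4ss replicate 2 and 7ss correlate at 0.985 or more, and 4ss replicate 2 and 4ss replicate 1 at 0.942.

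Detection in single cells was read at a common depth of 2000 UMIs, since median depths ranged from 1088 to 3608 UMIs in ectoderm-like and from 1387 to 10043 in mesoderm-like cells of the 8 libraries. Between 37.8% and 70.9% of the ectoderm-like cells of a library were shallower and left out. NANOG was detected in 4.71% ± 1.35 of ectoderm-like cells at HH5, 4.45% ± 0.705 at 1ss, 1.70% ± 0.269 at 4ss and 0.657% ± 0.231 at 7ss. In mesoderm-like cells it was 0.158% ± 0.224, 0.417% ± 0.416, 0.233% ± 0.202 and 0.612% ± 0.259. At 7ss the shares of the 2 layers were closer than their SD. That the mesoderm share is background was not shown: at 7ss mesoderm-like cells held 1.92 and 1.97 CPM of NANOG, of which an estimate of free RNA accounts for 0.233 and 0.0863, and ectoderm-like cells held 4.24 and 2.91 CPM. POU5F3 was detected in 26.8% ± 6.80, 11.5% ± 0.818, 10.6% ± 3.15 and 10.1% ± 3.07 of ectoderm-like cells and in 12.8%, 6.56%, 5.80% and 6.94% of mesoderm-like cells. KLF4 was found in 0.432%, 0.355%, 0.268% and 0.187% of ectoderm-like and 0.330%, 0.873%, 0.456% and 0.310% of mesoderm-like cells, so that from 1ss on the ectoderm share did not exceed the mesoderm share. TFAP2A was found in 14.3%, 11.1%, 11.2% and 10.7% of ectoderm-like and at most 0.884% of mesoderm-like cells, and SOX2 in 3.35%, 6.91%, 4.70% and 2.51% against at most 0.132%. At HH5 the KLF4 shares were closer than the SD between the HH5 libraries (0.153). Without thinning, NANOG was detected in 6.83% of ectoderm-like cells at HH5 and 1.01% at 7ss, POU5F3 in 31.6% and 12.6%, KLF4 in 0.716% and 0.363%, TFAP2A in 16.0% and 8.81%, and SOX2 in 4.84% and 3.40%. From HH5 to 7ss the thinned shares changed by −4.06 percentage points for NANOG, −16.6 for POU5F3, −0.245 for KLF4, −3.65 for TFAP2A and −0.843 for SOX2. Depth moved these changes. At 1000 UMIs they were −2.22 for NANOG, −10.1 for POU5F3 and −3.08 for TFAP2A, and without thinning −5.81, −19.0 and −7.22. The TFAP2A change also rested on single libraries, with −7.49 without HH5 replicate 1 and 0.187 without HH5 replicate 2. With 1 library left out, the KLF4 change ranged from −0.353 to −0.137 and the SOX2 change from −1.17 to −0.515, with the direction kept.

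Whether these genes are confined to the ectoderm was asked with sums per germ layer, 22 in all, of 438785 to 42264827 UMIs. Of 10478 genes, edgeR called 4961 between ectoderm-like and mesoderm-like cells (2464 higher in ectoderm, 2497 lower) over 8 libraries. It called 4232 against endoderm-like cells (2191 higher, 2041 lower) over the 6 libraries with at least 50 endoderm-like cells. The settings that moved these counts most were the fit with no library block (2438 and 2274) and the MT- limit (3070 and 2211). NANOG was higher in ectoderm than in mesoderm by 2.87 on the log2 scale (SE 0.33, adjusted p 7.9e-07, 14.5 CPM ± 9.63 against 1.66 ± 1.20) and than in endoderm by 2.76 (SE 0.44, adjusted p 7.2e-05). POU5F3 was higher by 0.87 (SE 0.09, adjusted p 1.9e-07, 83.5 CPM ± 51.5 against 43.2 ± 16.6) and by 0.61 (SE 0.11, adjusted p 0.000287), and its mesoderm level was well above 0 in all 8 libraries. The endoderm difference of POU5F3 ranged in adjusted p from 8.6e-06 to 0.257 over its alternatives. TFAP2A was higher by 4.85 (SE 0.18) and 5.06 (SE 0.27), and SOX2 by 5.41 (SE 0.19) and 3.49 (SE 0.21), all called. KLF4 was lower in ectoderm than in mesoderm by −0.56 (SE 0.22, adjusted p 0.0411, range over alternatives 0.0139 to 0.277) at 1.75 against 2.81 CPM, a call lost without 4ss replicate 1 (−0.36, adjusted p 0.241), and did not differ from endoderm by the test (−0.19, SE 0.35, adjusted p 0.700).

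The genes named by the rule as higher in ectoderm than in mesoderm were ZIC1 (log2 5.94, SE 0.20, adjusted p 1.0e-15), CLDN1 (4.64, SE 0.30) and NKX6-2 (4.61, SE 0.21). Those lower were GATA6 (−5.35, SE 0.28, adjusted p 6.8e-11), MYL2 (−5.29, SE 0.22) and LUM (−5.09, SE 0.22). Against endoderm, ZIC1 (5.15, SE 0.25, adjusted p 2.7e-12), GRP (3.58, SE 0.28) and TPPP3 (3.44, SE 0.21) were higher. POSTN (−6.90, SE 0.42, adjusted p 3.1e-10), SPINK5 (−6.74, SE 0.29) and LCAT (−6.54, SE 0.41) were lower. These changes had the same direction in 8 of 8 pairs for mesoderm and 6 of 6 for endoderm.

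Over the fixed lists, 4 of the 5 module genes were called higher and 1 lower in ectoderm than in mesoderm (median log2 2.87), with the same numbers when adjusted over the list alone. Among the 3 pluripotency genes 2 were called higher and 1 lower (median 0.87). Of 11 tested genes of the further pluripotency list, 6 were called higher and 2 lower (median 0.37), and of 11 of non-neural ectoderm 8 and 2 (median 1.82). Of 7 neural plate border genes 4 were called higher and 2 lower (median 1.35), of 5 neural crest score genes 3 and 2 (median 2.48). All 8 neural progenitor genes (median 4.75), all 5 neural stem genes (median 0.68) and all 3 neural score genes (median 0.70) were called higher. Each of these counts was the same when adjusted over the list alone. Against endoderm, 4 of the 5 module genes were called higher and none lower (median 2.76), 2 of the 3 pluripotency genes higher (median 0.61), both the same over the list alone. Of the further pluripotency list 6 of 11 were called higher and 1 lower (median 0.39), of non-neural ectoderm 5 of 11 higher and 3 lower (median 0.27), of the neural plate border 4 of 7 higher (median 2.17) and of neural progenitors 6 of 8 higher (median 3.29), again the same over each list alone. The neural crest score had 2 of 5 called higher and 1 lower (median −0.32), and 2 and 2 over the list alone. The neural stem list had 4 of 5 called higher (median 0.42) and the neural score 2 of 3 (median 1.17), and 5 and 3 over the lists alone. Several members of the neural and non-neural lists also served to name the clusters, so these differences are partly built in.

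A term for the difference between layers asked whether the change from HH5 to 7ss was the same in ectoderm and mesoderm. Over 16 sums (2038571 to 42264827 UMIs), 3315 of 11227 genes were called by edgeR (1669 with the larger rise in ectoderm, 1646 with the smaller), and 4565 had an unadjusted p under 0.05. DESeq2 called 1946 (1167 and 779). The 0.4% limit on genes with an MT- symbol moved the count most, to 562, and it shifted the median difference of all genes by 0.12 on the log2 scale. Without HH5 replicate 1 the count was 888, and without 7ss replicate 2 it was 1682. The change of NANOG in ectoderm less that in mesoderm was −2.95 (SE 0.65, adjusted p 0.00239, range over alternatives 1.3e-05 to 0.463). NANOG fell in ectoderm but not in mesoderm, where its mean was 1.04 CPM ± 0.779 at HH5 and 1.94 ± 0.0305 at 7ss. Its mesoderm level rested on 17 UMIs at HH5, 1 of them in replicate 2. The changes of POU5F3 (−0.34, SE 0.18, adjusted p 0.161), KLF4 (−0.19, SE 0.62), TFAP2A (0.97, SE 0.46) and SOX2 (−0.91, SE 1.02) did not differ between layers by the test. The largest positive differences named by the rule were EN1 (5.89, SE 0.74, adjusted p 1.4e-05), AGRP (4.28, SE 0.42) and MYL4 (4.26, SE 0.24), and the largest negative ones RSPO3 (−4.11, SE 1.15, adjusted p 0.0119), CA2 (−3.98, SE 0.42) and ITGA6 (−3.63, SE 0.30). EN1 lay at 1.02 and 0.156 CPM in ectoderm at HH5 and at 37.9 and 89.9 CPM at 7ss. AGRP instead fell in mesoderm, from 708 and 259 CPM at HH5 to 10.9 and 7.86 at 7ss. RSPO3 had the opposite sign under the MT- limit (2.64) and lost its call without 7ss replicate 1 (adjusted p 0.159). EN1 lost its call without HH5 replicate 1 (0.264), and TFAP2A gained a call without either 4ss library, with at least 1000 genes and with at least 5000 UMIs per cell (adjusted p 0.0291 to 0.0391).

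Over the lists, 1 of the 5 module genes was called (lower, median −0.34), and 1 when adjusted over the list alone. It was 1 of the 3 pluripotency genes. For the further pluripotency list 1 was called higher and 6 lower of 12 (2 and 7 over the list alone, median −0.86), for non-neural ectoderm 2 and 6 of 12 (3 and 6, median −1.04), for the neural plate border 4 and 1 of 8 (4 and 1, median 2.71) and for neural progenitors 2 and 1 of 8 (2 and 1, median 1.10). The neural crest score had 2 higher of 6 (median 0.27), the neural stem list 2 and 2 of 5 (median 0.18) and the neural score 1 and 1 of 3 (median 0.18), the same when adjusted over each list alone.

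The study divided ectoderm cells at a pan-ectoderm score of 0 and compared both sides stage by stage. The pan-ectoderm share was 40.7% ± 0.426 at HH5, 30.6% ± 0.489 at 1ss, 22.1% ± 6.43 at 4ss, 17.4% ± 2.09 at 7ss and 18.6% in the HH11 library. In the 8 earlier libraries, pan-ectoderm cells had 2.01 to 3.44 times the median UMIs of the other cells, and at HH11 0.947 times. After thinning to 2000 UMIs the shares were 43.2% ± 10.6, 30.6% ± 0.150, 26.1% ± 2.05 and 22.8% ± 0.186, and 15.7% at HH11. On average over the 8 libraries, 72.3% of pan-ectoderm cells held UMIs of a single module gene (59.9 to 80.0%), 23.7% of 2 genes and 4.04% of 3 or more. After thinning these were 89.8%, 9.84% and 0.330%. POU5F3 was present in 55.9% of pan-ectoderm cells, TFAP2A in 42.7%, SOX2 in 19.0%, NANOG in 12.6% and KLF4 in 1.66%. TFAP2A was the only module gene in 25.6% and POU5F3 in 32.4%.

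Pan-ectoderm and other cells were compared over 16 sums (2937317 to 27697107 UMIs) and 11257 genes. With the library as a block, edgeR called 80 genes at HH5 (67 higher in pan-ectoderm cells, 13 lower), 253 at 1ss (172 and 81), 504 at 4ss (335 and 169), 1490 at 7ss (752 and 738), and 1698 for the mean over the 4 stages (829 and 869). DESeq2 called 6 (5 and 1), 116 (95 and 21), 131 (105 and 26), 350 (237 and 113) and 562 (360 and 202). The fit with no library block moved the counts of HH5, 4ss, 7ss and the mean most, with 0 calls by edgeR at HH5 (47 genes at an unadjusted p under 0.05) and 53 for the mean. At 1ss the module of NANOG, POU5F3 and KLF4 moved it most, to 1. With cells thinned to 2000 UMIs before scoring, 861 genes were called for the mean, of which 734 were among the 1698. At 7ss the count was 243 without 7ss replicate 1, and at 1ss it was 45 without 1ss replicate 2. For the mean it was 752 without HH5 replicate 1, 942 without 1ss replicate 2 and 999 without 7ss replicate 1. The count at HH5 was 45 without HH5 replicate 2 and 122 without either 4ss library, and the count at 4ss was 296 without 4ss replicate 2 and 298 without 4ss replicate 1.

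Modules of 5 random genes, matched to the module genes on expression, gave calls as well. Of 20 such modules, 5 called at least 1698 genes with all UMIs (20 to 2746), and 4 called at least 861 after thinning (4 to 2053).

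**Figure D2:**
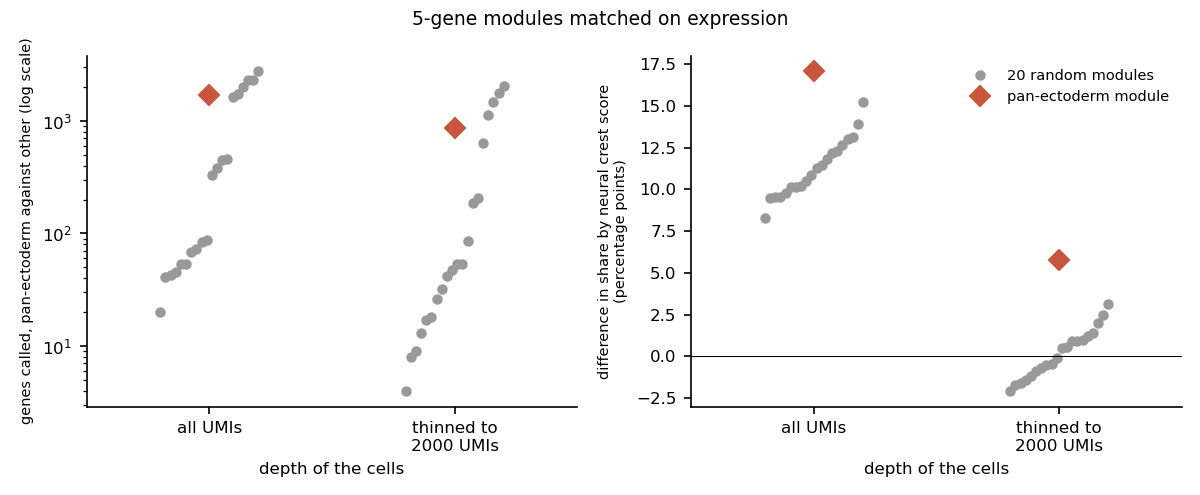
Genes called between cells above 0 and the rest (left, log axis), and difference in share by neural crest score (right), for the pan-ectoderm module and 20 random modules, with all UMIs and after thinning to 2000 UMIs. The module calls 1698 and 861 genes, where the random modules reach 2746 and 2053, and its neural crest difference is 17.1 and 5.75 points, where they reach 15.2 and 3.11.

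The genes named by the rule for the mean were ASTL (log2 2.16, SE 0.10, adjusted p 1.4e-11), MSX2 (1.97, SE 0.08) and DLX6 (1.85, SE 0.07) as higher, and TSHZ2 (−0.96, SE 0.05, adjusted p 3.4e-11), SOX1 (−0.80, SE 0.08) and SOX21 (−0.61, SE 0.06) as lower, each in 8 of 8 libraries. At HH5 they were FIBIN (1.18), GATA2 (1.06), PDZK1IP1 (0.97), TSHZ2 (−0.78), ZEB2 (−0.49) and OAF (−0.47). At 1ss they were DLX6 (2.23), ASTL (2.10), MSX1 (2.07), GRP (−0.81), SOX1 (−0.80) and BEGAIN (−0.76). At 4ss they were ASTL (1.86), DLX6 (1.83), DLX5 (1.76), PRRX1 (−1.61), TSHZ2 (−1.16) and CHRD (−0.85). At 7ss they were MSX2 (3.15, SE 0.09, adjusted p 2.3e-14), FOXD3 (2.78, SE 0.14), TFAP2B (2.76, SE 0.09), OLIG2 (−1.57), PRRX1 (−1.22) and TSHZ2 (−1.14). With TFAP2A left out of the module, the mean difference was −0.13 for ASTL, −0.39 for MSX2 and −0.17 for DLX6, and at 7ss FOXD3 had −0.79 and TFAP2B −0.92. For these genes the difference therefore depended on TFAP2A in the score. All 6 genes named at HH5 lost their call without HH5 replicate 1, where FIBIN had 0.29, ZEB2 −0.09, TSHZ2 −0.53, GATA2 1.15, PDZK1IP1 0.98 and OAF −0.45. At 1ss, SOX1 (−0.62) and BEGAIN (−0.59) lost theirs without 1ss replicate 2. At 4ss, PRRX1 lost its call without 4ss replicate 2 (−0.51) and CHRD without 4ss replicate 1 (−0.41).

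For the mean over stages, all 12 tested non-neural ectoderm genes were higher in pan-ectoderm cells (median log2 1.42) and 11 were called, the same when adjusted over the list alone. Of 8 neural plate border genes 7 were higher (median 1.07) and 6 were called, the same over the list alone. Of 8 neural progenitor genes 6 were called lower and 1 higher (median −0.33), the same over the list alone. Of the 5 neural stem genes 4 were called lower and 1 higher (median −0.20), and all 3 neural score genes were called lower (median −0.21), the same over the lists alone. The neural crest score had 2 called higher of 6 (median 0.49), and 4 when adjusted over the list alone. The further pluripotency list had 2 called higher and 3 lower of 11 (median −0.08), and 2 and 5 when adjusted over the list alone. The 5 module genes, 3 pluripotency genes included, define the groups. The lists, here and stage by stage, were counted only with TFAP2A in the module. Of the values of named genes, 19 changed direction without TFAP2A, 5 fell short of the threshold and 6 kept both. Whether the direction of the lists depends on TFAP2A was therefore not shown.

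Stage by stage (HH5, 1ss, 4ss and 7ss), 7, 8, 10 and 10 of the 12 non-neural ectoderm genes were called higher (medians 0.81, 1.80, 0.91 and 1.31), and 8, 11, 10 and 11 over the list alone. Of the neural plate border, 2, 4, 6 and 6 of 8 were called higher (medians 0.66, 1.22, 1.16 and 1.37), and over the list alone 3, 6, 6 and 6 higher and 1 lower at 1ss. Of the neural crest score, 0, 1, 2 and 5 of 6 were called higher (medians −0.040, −0.12, 0.30 and 1.60), and over the list alone 0, 2, 2 and 6 higher and 1 lower each at HH5 and 4ss. By edgeR none of the neural stem or neural score genes was called at HH5, 1ss or 4ss, and 2 of each list were called lower at 7ss. The medians were −0.090, −0.14, −0.24 and −0.29 for neural stem and −0.13, −0.16, −0.26 and −0.31 for the neural score. Over the list alone 3 of each were lower at 4ss and at 7ss, and 1 neural stem gene was higher at HH5. Of 8 neural progenitor genes, 0, 4, 4 and 4 were called lower and 0, 1, 1 and 1 higher (medians −0.31, −0.23, −0.34 and −0.55), and over the list alone 5, 4, 4 and 4 lower and 0, 1, 1 and 2 higher. Of the further pluripotency list, 0, 0, 1 and 2 of 11 were called higher and 0, 1, 0 and 1 lower (medians 0.013, −0.10, −0.088 and −0.0069), and over the list alone 1, 0, 1 and 2 higher and 1, 1, 1 and 2 lower.

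The study asked whether cells with a high neural crest or neural score also have a high pan-ectoderm score. Among cells with a neural crest score above 0, the pan-ectoderm share exceeded that among the rest of the ectoderm-like cells by 17.1 percentage points (SD 5.23, n = 8, 8 of 8 libraries, exact sign-flip permutation p 0.00781, 2-sided, the smallest that 8 libraries allow). For the neural score the difference was 10.1 points (SD 3.06, 8 of 8, exact permutation p 0.00781). At 7ss, 38.0% of the cells with a neural crest score above 0 were pan-ectoderm against 14.4% of the rest, and for the neural score 23.4% against 15.5%. In the HH11 library the shares were 22.2% against 16.5% and 15.5% against 25.3%. Depth moved these results most. After thinning to 2000 UMIs, the difference was 5.75 points for neural crest (SD 6.94, 6 of 8 libraries, exact permutation p 0.0547) and −1.85 for neural (SD 2.50, exact permutation p 0.0938). With at least 5000 UMIs per cell the neural crest difference was 3.59 (6 of 8 libraries above 0, exact permutation p 0.461). The neural difference was then reversed, at −8.38 (0 of 8 above 0, exact permutation p 0.00781). With at least 1000 genes per cell the neural crest difference was 8.21 (7 of 8, exact permutation p 0.0234) and the neural one −3.17 (1 of 8, exact permutation p 0.0234). The level of the neural crest shares at 7ss depended on TFAP2A in the module. Without it they were 18.4% against 11.5%, and with NANOG, POU5F3 and KLF4 only 18.5% against 10.3%. The mean difference over 8 libraries was then 12.6 points (SD 4.18, exact permutation p 0.00781) and 12.7 points. With all UMIs the random modules of 5 genes gave 8.29 to 15.2 points, a range that includes both values. These reduced modules were not compared after thinning, so their overlap was not told from depth.

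The study selected pluripotent-like cells by imaging of transcripts, as cells above the mean for NANOG, POU5F3 and KLF4 at once. Here ectoderm-like cells with a UMI of each of these genes were counted. This is a different and less sensitive measure, so the counts do not test the selection by imaging. After thinning to 2000 UMIs no cell of the 8 libraries held all 3, where independent detection predicts 0.369 cells. With under 5 cells predicted in each library, values are given without a test, as fixed beforehand. Without thinning there were 20 such cells against 3.42 predicted, which includes the effect of depth that cells share. NANOG and POU5F3 together were found in 105 thinned cells against 104 predicted (exact sign-flip permutation p 0.25 over 8 libraries). Without thinning there were 893 against 512 (exact permutation p 0.00781, the smallest possible).

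The HH11 library was compared with no other by a test. Its ectoderm-like cells had 0.532 CPM of NANOG, 20.9 of POU5F3, 1.69 of KLF4, 64.7 of TFAP2A and 12.0 of SOX2. After thinning, NANOG was found in 0.0570% of its ectoderm-like cells and in 0 of 944 mesoderm-like cells, POU5F3 in 3.99% and 2.22%, and KLF4 in 0.513% and 1.17%. The median depth before thinning was 5228 UMIs in its ectoderm-like and 5692 in its mesoderm-like cells.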

Values the study reported

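The study reported 5–10K captured cells for each single-cell sample, with 2 independent samples at every stage. It stated that 76% of the cells with a high neural crest score at the last stage also had a high pan-ectoderm score, and that this held for 30% of the cells with a high neural score.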

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

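Of the tests below, the share of NANOG in 7ss mesoderm-like cells from free RNA, the count of NANOG UMIs at the floor and the comparison of empty droplets with the cell classes were chosen only after the result was seen.

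A difference between groups was found by the interaction term: for 3315 of 11227 genes the change from HH5 to 7ss was not the same in ectoderm-like and mesoderm-like cells. The count was 1946 with DESeq2, 562 under the MT- limit, 888 without HH5 replicate 1 and 4279 without 4ss replicate 2. A shift that all cells of a library share cancels in this term, since both layers come from the same libraries. Different cell types within a layer, sampled in unequal parts at HH5 and 7ss, could give part of the count. This was not tested, and stage itself stays an open explanation as well.

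NANOG was among these genes, with a difference of −2.95 (adjusted p 0.00239). With 1 library left out in turn, the difference ranged from −4.88 (without HH5 replicate 1) to −2.63 (without HH5 replicate 2). The subtraction of 10% ambient RNA, chosen beforehand as the test of free RNA, gave −5.77 and decides nothing, because it leaves almost no NANOG in mesoderm-like cells at HH5 (1.59 and 0.491 CPM, where free RNA was put at 1.33 and 2.91). Free RNA at HH5 makes the difference smaller. To be its cause, free RNA would have to hide a fall in mesoderm by making up at least 79.4% of the NANOG there at 7ss. It accounts for 12.1% and 4.39% in the 2 libraries. With each count at its least favourable 95% limit, 60.3% and 34.6% are reached, so free RNA as the whole cause is argued against. The number of NANOG UMIs in mesoderm-like cells was close to the floor: 1 in HH5 replicate 2, 16 in HH5 replicate 1, and 16 and 14 in the 7ss libraries. The size of the difference may therefore rest on few counts. The ectoderm side does not share this limit, at 20.2 and 29.0 CPM at HH5 and 4.24 and 2.91 CPM at 7ss. Under the MT- limit the difference was −3.29 with an adjusted p of 0.463 (range over alternatives 1.3e-05 to 0.463). A difference in biology between the layers stays open.

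A signal was also seen in data outside the comparisons of the report, the empty droplets of the raw matrices. In the 8 early libraries these held NANOG at 1.08 to 18.2 CPM and POU5F3 at 23.1 to 90.0 CPM. In 8 of 8 libraries the levels of the 5 module genes in empty droplets correlated more with those in ectoderm-like than in mesoderm-like cells (Pearson, log2 CPM plus 1). Damaged ectoderm-like cells may thus be a source of this free RNA. Ectoderm-like cells also make up most cells of these libraries, so that free RNA from intact cells in proportion to their number was not told from damage. No biological explanation was tested.

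The HH11 library, which the tests do not use, held POU5F3 in ectoderm-like cells at 20.9 CPM (433 UMIs). The 2 haemoglobin genes put the share of free RNA in these cells at 10.7%, which would account for 9.99% of the POU5F3 level, so free RNA alone is argued against. With 1 library, and a protocol of its own by the labels, no statement is made on the change from 7ss.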

How the results depend on the processing

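Of the settings below, at least 5000 UMIs per cell, the MT- limit, neural-like or non-neural-ectoderm-like cells alone and the split of the libraries as a term were chosen only after the data were seen. Where a value moved, the cause was not tested, unless the construction of the setting shows it.

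Of 1118 values of named genes under alternatives other than a library left out, 948 kept direction and side of the threshold, 121 fell short of it, 6 passed it and 43 changed direction. With a library left out, 650 of 720 kept both. Under upper-quartile factors all 90 named values kept both, and with 10% ambient RNA subtracted 89 of 90 did. The 0.4% reading of the mitochondrial limit over all mitochondrial genes was not run for the germ layer shares, since it left too few cells.

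With DESeq2 the stage contrasts called 85 and 358 genes (1ss, 4ss), the interaction 1946, and pan-ectoderm cells 6, 116, 131 and 350 by stage and 562 for the mean. Without the filter on low counts the pan-ectoderm contrast at HH5 called 50. With the replicate number as a block, 37 genes were called at 4ss. The replicate numbers do not pair the samples (correlation of replicate differences across genes −0.340 to 0.208). With the split as a term, 41 genes were called at 1ss and 91 at 7ss, and at 7ss TFAP2A had 0.31 and SOX2 0.56. Without a library block 2438 and 2274 genes were called between layers, and for pan-ectoderm 0, 3, 1, 25 and 53 by stage and mean (edgeR; 47 genes at HH5 had an unadjusted p under 0.05, and DESeq2 with the block called 6), as the block removes the differences between libraries.

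Resolution 0.5 gave 1, 15 and 2531 called genes at 1ss, 4ss and 7ss, 371 for pan-ectoderm at 7ss and 1025 for the mean, and −0.62 for TFAP2A in the interaction. Shares of ectoderm-like cells became 48.8% at 4ss and 62.6% at 7ss, mesoderm-like 42.8%, 25.2% and 11.7% at 4ss, 7ss and HH11, and endoderm-like 13.4%, 5.19% and 0.0212% at HH5, 1ss and 7ss. Clusters with a mesoderm-like name took 62.8% of the ectoderm-like cells of 4ss replicate 2 and 21.9% and 19.5% of those of 7ss.

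With at least 5000 UMIs per cell, 0 genes were called at 1ss (edgeR; 980 at an unadjusted p under 0.05, and 85 by DESeq2 over all cells), 40 at 4ss and 1589 in the interaction. TFAP2A had 0.22 at 7ss and TSHZ2 0.11 between pan-ectoderm and other cells at 7ss. Ectoderm-like shares were 64.5%, 74.9% and 76.2% at HH5, 7ss and HH11, mesoderm-like 22.3% and 22.7% at 7ss and HH11, and endoderm-like 0.0381% at 7ss. The SOX2 detection change was −1.37 points, and the overlaps 3.59 (neural crest) and −8.38 (neural).

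Under the MT- limit, 0 genes were called at 1ss (edgeR; 632 at an unadjusted p under 0.05), 13 at 4ss, 999 at 7ss, 3070 and 2211 between layers, 562 in the interaction, and 32, 127, 244, 401 and 558 for pan-ectoderm by stage and mean. NANOG at 1ss had 0.24, and in the interaction KLF4 had 5.49, TFAP2A −1.13 and RSPO3 2.64. Ectoderm-like shares were 72.2%, 94.6% and 17.3% at HH5, 7ss and HH11, mesoderm-like 2.39% and 6.45% at 7ss and HH11, endoderm-like 12.4%, 5.46% and 0.0117% at HH5, 1ss and 7ss. Detection changed by −0.519 points for KLF4 and 0.0367 for SOX2.

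With at least 1000 genes per cell, TFAP2A had 0.036 at 7ss. Ectoderm-like shares were 63.9%, 84.0% and 69.8% at HH5, 7ss and HH11, mesoderm-like 13.6% and 18.8% at 7ss and HH11, endoderm-like 0.0310% at 7ss. SOX2 detection changed by −0.239 points and the neural overlap was −3.17. With doublets kept, TFAP2A had 0.16 at 7ss, KLF4 0.041 against endoderm and 0.079 in the interaction, and SOX2 0.56 there. Pan-ectoderm contrasts called 159, 507, 995 and 2727 (HH5, 1ss, 4ss and 7ss), and the shares were 89.4% and 47.1% ectoderm-like (7ss, HH11) and 0.0269% endoderm-like (7ss).

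Without TFAP2A in the module, 6, 15 and 212 genes were called at HH5, 1ss and 4ss. Directions changed for GATA2 (−0.047) and ZEB2 (0.20) at HH5, DLX6 (−0.41), ASTL (−0.28), MSX1 (−0.36), SOX1 (0.28) and BEGAIN (0.18) at 1ss, DLX6 (−0.34), ASTL (−0.10), DLX5 (−0.14) and CHRD (0.40) at 4ss, MSX2 (−0.60), FOXD3 (−0.79) and TFAP2B (−0.92) at 7ss, and DLX6 (−0.17), ASTL (−0.13), SOX1 (0.21), MSX2 (−0.39) and SOX21 (0.17) for the mean. With NANOG, POU5F3 and KLF4 only, 5, 1, 107 and 2956 genes were called at HH5, 1ss, 4ss and 7ss, and ZEB2 had 0.053, BEGAIN 0.14, CHRD 0.46, MSX2 −0.28, FOXD3 −0.65, TFAP2B −0.54 and SOX21 0.044. Without SOX2, 430 and 916 were called at 1ss and 4ss. Neural-like cells alone gave 33, 20, 198 and 498 (HH5, 1ss, 4ss and mean), and non-neural-ectoderm-like cells alone 3, 15, 354 and 157 (1ss, 4ss, 7ss and mean), with PRRX1 at 0.084 and FOXD3 at −0.79 at 7ss. Thinning to 2000 UMIs gave 102, 281, 945 and 861 (1ss, 4ss, 7ss and mean), TSHZ2 at HH5 0.084, and overlaps of 5.75 and −1.85.

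The neural overlap among the top 10% of each library was −2.00. NANOG detection changed by −2.22 points at 1000 UMIs and −5.81 without thinning, TFAP2A by −3.08 and −7.22 and, without HH5 replicate 1 or 2, by −7.49 and 0.187. Without thinning SOX2 changed by −1.43 and 20 cells held all 3 pluripotency genes. Depth limits what can be seen of these, since median depths of ectoderm-like cells in the 8 early libraries were 1088 to 3608 UMIs.

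With 1 library left out in turn, the lone library of that stage was assumed to vary like the others. Called genes ranged from 0 to 42 at 1ss (0 without either HH5, 1ss or 7ss library, by edgeR, with 401 to 1143 at an unadjusted p under 0.05), 11 to 1638 at 4ss (highest without 4ss replicate 1), 119 to 3361 at 7ss (without 7ss replicate 2 and 4ss replicate 1), 888 to 4279 in the interaction (without HH5 replicate 1 and 4ss replicate 2), and for pan-ectoderm 45 to 122 at HH5, 45 to 300 at 1ss, 296 to 471 at 4ss, 243 to 1671 at 7ss and 752 to 1563 for the mean. TFAP2A ranged from −0.63 to 0.24 at 1ss, −0.67 to 0.19 at 4ss and −0.47 to 0.39 at 7ss, and SOX2 from −0.38 to 0.064 at 7ss. In the interaction NANOG ranged from −4.88 to −2.63, KLF4 from −0.60 to 0.56 and SOX2 from −1.42 to 0.020. All 16 counts of the layer contrasts stayed within 1.5 times (4457 to 4863 and 3056 to 4280).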

Other observations

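Of the tests below, those of free RNA for POU5F3 in mesoderm-like cells and of the split of the libraries were chosen only after the result was seen, as was the use of thinning, an alternative fixed beforehand, to test depth for the pan-ectoderm contrast and the neural crest score.

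The number of cells that the study gives per sample counts captured cells. The filtered matrices hold called barcodes, 5535 to 23489 per library, and 5287 to 18753 cells per library stayed after filtering.

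4ss replicate 2 lay with the 7ss libraries and 4ss replicate 1 with the 1ss libraries. On an axis from 1ss (0) to 7ss (1) over 5362 genes, their ectoderm-like cells lay at 0.896 and 0.143. Low-UMI barcodes as the cause are argued against, since over cells with at least 5000 UMIs the position of 4ss replicate 2 was 0.822. A 7ss library under a 4ss label is argued against in ectoderm-like cells by the 36 genes of the lists fixed in advance. Over these the position was 0.580 (95% bootstrap interval over genes 0.460 to 0.654), where a 7ss library held out lay at 0.967 to 0.983. Over all genes this separation is missing, with 0.874 to 0.993 for a 7ss library held out. In mesoderm-like cells it is missing over 23 list genes. The position there was 0.616 (95% bootstrap interval 0.293 to 0.942), where a 7ss library held out lay at 0.856 to 0.879. Over all 5688 genes of mesoderm-like cells a narrow separation was seen. The position was 0.781 (95% bootstrap interval 0.761 to 0.803), where a 7ss library held out lay at 0.807 to 1.01. A shift shared by all cells of the library may contribute. The difference between the 4ss libraries correlated at 0.854 across 5058 genes between ectoderm-like and mesoderm-like cells, against 0.701 for the change from HH5 to 1ss and 0.692 for that from 1ss to 7ss. The 2 HH5 libraries differed in the same manner (0.903). The genes are not independent replicates, and a true difference in age between the embryos of the 4ss pools stays open.

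The change from HH5 to 7ss follows that split of the libraries. With the split as a term, 91 genes were called in place of 1565, on the strength of the 4ss libraries alone for the separation. Stage and split cannot be told apart for most of the 1565 genes, because HH5 and 7ss lie wholly on opposite sides of the split. NANOG stayed past the threshold in that fit (−3.11, adjusted p 0.0285), and it fell within the first set of libraries from HH5 to 4ss replicate 1 and within the second from 4ss replicate 2 to 7ss. POU5F3 lost its call (−2.11, adjusted p 0.118, range over alternatives 0.00195 to 0.212). Its fall from HH5 to 1ss lies within the first set.

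Swaps of the groups within libraries exclude chance only in a narrow sense, since the groups were formed from the expression of the same cells and a difference was thereby built in. Of 100 swaps of ectoderm-like and mesoderm-like cells within libraries, 1 called as many as 4961 genes, the real one, and the next highest called 3618. Of all 32 swaps against endoderm-like cells 1 called as many as 4232, again the real one, with 2027 next. For pan-ectoderm against other cells, 1 of 100 swaps called as many as 1698, the real one, with 1208 next.

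That pan-ectoderm cells differ from the rest is a result of the count alone, which does not say what sets the 5 genes apart. After thinning to 2000 UMIs before scoring, 861 genes were called, which does not settle whether depth of the cells is the whole cause. The summed counts were not thinned. The median UMIs of pan-ectoderm cells before thinning were still 0.958 (4ss replicate 1) to 1.41 (7ss replicate 1) times those of other cells. Any 5 genes of the same expression may give such a count, since 4 of 20 random modules called at least as many genes after thinning. The direction of the non-neural ectoderm and neural lists is a separate matter. It was tested neither with random modules nor with TFAP2A left out of the module.

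The overlap of the neural crest and pan-ectoderm scores was 5.75 percentage points after thinning (exact permutation p 0.0547), with −5.08 and −3.62 in the HH5 libraries and 15.2 and 11.0 in the 7ss libraries. Depth of the cells and a true overlap cannot be told apart over the 8 libraries, since the stages go in opposite directions. Any 5 genes of the same expression are argued against: of 20 random modules 0 reached 5.75 after thinning (−2.06 to 3.11). A stage-dependent overlap may be a better description, a hypothesis formed on these data and not tested. The shares of pan-ectoderm cells among cells with a neural crest score above 0 (38.0% at 7ss) and with a neural score above 0 (23.4%) have as denominator the ectoderm-like cells above 0. The study gives its shares among cells with a high score, without the limit that defines high.

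POU5F3 was present in mesoderm-like cells of all 8 early libraries, from 134 to 638 UMIs. TFAP2A and SOX2, taken as absent from mesoderm, put the share of free RNA at 3.19 to 17.1% of the mesoderm-like sums. At most 25.5% of POU5F3 in a library (4ss replicate 2) was accounted for in this way, which argues against free RNA as the whole source. Doublets left among the mesoderm-like cells were not tested for POU5F3 apart from this.

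NANOG in ectoderm-like cells could come from germ cells. Of 2482 NANOG UMIs, 150 (6.04%) lay in cells with a UMI of any of 7 germ cell markers, cells that held 4.62% of all UMIs. How often a germ cell of this depth shows a UMI of these markers is not known, so cells without one are not shown to be other cells. Germ cells and other cells as the source of NANOG cannot be told apart by this count.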
